A study of Arabidopsis thaliana with 12 samples.

How the data were processed

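Small RNAs of Arabidopsis thaliana (ecotype Col-0) were measured by sequencing in 12 libraries. Per the labels' protocols, 8 libraries hold small RNA recovered by immunoprecipitation of GFP-tagged ARGONAUTE1 (AGO1) from roots of 9-day-old plants, and 4 hold small RNA from the total RNA of whole seedlings aged 14 days. Libraries were built with a NEBNext small RNA kit, per the labels. The libraries were put into 6 groups of 2 replicates from their titles: wild type (WT) and the ktn1-20 mutant (ktn1) for the ACL5 promoter line, the EN7 promoter line and seedlings.

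Each deposited file holds 1 library, with a value for each mature miRNA name; names that share a mature sequence are joined in 1 entry. The authors deposited RPM values (reads per 1000000 reads), as judged from the values; the files and labels state no aligner, miRNA annotation, length filter or genome build. Within each file, 100% of the values above 0 were whole multiples of the lowest one. The lowest value was therefore taken as 1 read, and 1000000 divided by it as the number of reads in the denominator. Which reads that denominator counts is not stated. The files hold RPM, and the recovered numbers are only inferred from it. No count-based test between conditions was therefore run, and the design's provision for normalized values was used. Because all reads share a fixed denominator, a miRNA that comes to take a larger share of it lowers the RPM of others.

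The ACL5 files list 185 entries, the EN7 files 180 and the seedling files 223, with 240 different entries in all and 168 shared by the ACL5 and EN7 files. No listed entry was 0 in all 4 libraries of its set. An entry missing from a file was taken as 0. The entries hold 300 miRNA names, and all 300 matched a precursor gene in the RefSeq gene table of assembly TAIR10.1, used here for names and locus tags only.

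Values were analysed as log2(RPM + 1), so changes of miRNAs near 1 RPM are understated. Entries with at least 10 RPM in at least 2 libraries of the fit were tested. The 8 AGO1 libraries were fitted together with 1 mean per group and a shared spread, and the 4 seedling libraries were fitted separately, because assay, tissue and age differ between the sets. limma 3.58.1 in R 4.3.3 was used (lmFit, then eBayes with a mean-variance trend). Tests were two-sided, with Benjamini-Hochberg adjustment over the entries tested and a threshold of 0.05. For families, the values of all entries with the same miRNA number were summed per library before the same test, with miR165 and miR166 taken as 1 family. Summed miRNA RPM was compared by an exact two-sided permutation test, in which 2 libraries against 2 cannot give a p below 0.333. A count of miRNA reads needs at least 3 reads to be told from 0, which was used as the floor for fold changes. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. Strand comparisons, random lists and the permutation tests were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

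The fits were tested on 50 simulated datasets per comparison, built from the measured means, in which 20 miRNAs changed by 3 on the log2 scale. The limma test recovered 67.0% of them in the ACL5 comparison, 70.5% in the EN7 comparison and 98.8% in seedlings. Of its calls, 5.90%, 4.34% and 4.73% were false. Each simulated value was drawn independently, so these rates do not cover differences that many miRNAs of a library share. Recovery of changes smaller than 3 was not measured. The random-list calculation was tested on 200 simulated lists without a change, of which 4.0% fell in the top 5%. Those changes were also independent, unlike entries of the same miRNA family.

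The choices of groups, the tests of the comparisons, most alternatives and the rule for naming miRNAs were made before the data were examined. Added afterwards were 3 alternatives of the fits, the totals without miR165 and miR166, the family comparison between layers in ktn1, the same-side comparisons and the tests of explanations. For each comparison, up to 4 miRNAs were named: those with the largest log2 change among entries with an adjusted p under 0.05 and no overlap between the libraries of the groups compared. Where none passed, the 2 with the smallest p were to be named. Entries of miR165 and miR166 were followed in every comparison. The libraries carry replicate numbers 1 and 2 in their titles, and these were used for fits with the replicate number as a block. Whether a number pairs libraries was checked by the correlation, across miRNAs, of same-numbered libraries' deviations from their group means. Other alternatives were filters, pseudocounts, rescalings, the libraries fitted together and limma without the trend. No control immunoprecipitation was analysed here. The KTN1 transcript is not measured by a table of mature miRNAs, so the genotype labels were not checked against it.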

Results

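KTN1 (AT1G80350) encodes the catalytic subunit of katanin, an enzyme that severs microtubules, and ktn1-20 is a mutant allele. AGO1 (AT1G48410) is the protein that carries most plant miRNAs. Its GFP fusion was expressed from the EN7 promoter, active in the endodermis, or from the ACL5 promoter, active in metaxylem and procambium. Immunoprecipitation of the fusion from roots therefore samples the miRNAs loaded in 1 of 2 cell layers. The design asks how loss of KTN1 changes AGO1-bound miRNAs in each layer, and whether total seedling miRNAs change too. The family of miR165 and miR166 was followed throughout, because it is made in the endodermis and acts in the neighbouring stele.

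Depth was read from the size of the smallest value in each file. The per-million denominators of the ACL5 WT libraries were 6942889 and 5804745 reads, and those of the ACL5 ktn1 libraries 9096290 and 9366639 reads. For EN7, they were 7860329 and 6941793 reads in WT and 13004041 and 10191562 reads in ktn1. The seedling denominators were 13769316 and 15634840 reads in WT and 44332443 and 13773328 reads in ktn1. Listed miRNAs accounted for 1454284 to 7733775 reads in the AGO1 libraries and for 231745 to 962372 reads in the seedling libraries. The floor of 3 reads was 0.231 to 0.517 RPM in the AGO1 libraries and 0.0677 to 0.218 RPM in the seedling libraries.

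Replicates were compared before they were averaged. Across the 86 miRNAs tested in the AGO1 libraries, the median absolute log2 difference between replicates was 0.38 in ACL5 WT, 0.88 in ACL5 ktn1, 0.93 in EN7 WT and 0.59 in EN7 ktn1. It was 0.22 in WT and 0.31 in ktn1 seedlings, across 62 miRNAs. In a principal component analysis of the 81 tested AGO1-bound miRNAs outside the miR165 and miR166 family, the first component held 54.4% of the variance. It placed EN7 WT replicate 1 at -5.46 and EN7 WT replicate 2 at 8.09. Both ACL5 WT libraries (-7.34 and -8.56) and ACL5 ktn1 replicate 1 (-8.66) lay on the negative side. Both EN7 ktn1 libraries (8.64 and 13.0) lay on the positive side, and ACL5 ktn1 replicate 2 lay near 0, at 0.31. The component thus followed the layer in large part, with 3 of 4 ACL5 libraries on the negative side and 3 of 4 EN7 libraries clearly on the positive side. It separated neither the layers nor the genotypes nor the replicate numbers completely. The second component (25.6%) placed every WT library (0.46 to 10.4) above every ktn1 library (-8.83 to 0.36), though the nearest values were close. Changes between libraries on the same side of the first component are given beside the pooled ones: ACL5 ktn1 replicate 1 against ACL5 WT, and EN7 ktn1 against EN7 WT replicate 2. Neither same-side comparison has replicates in both groups, so neither was tested.

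**Figure D1:**
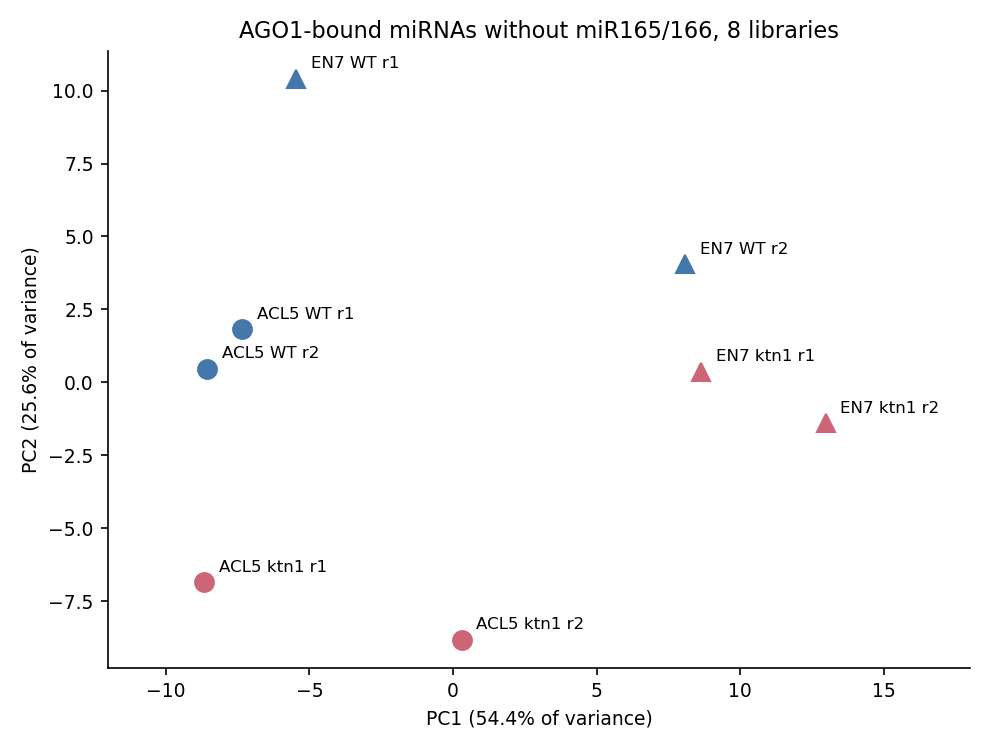
Principal components 1 (54.4% of variance) and 2 (25.6%) of log2(RPM + 1) for 81 AGO1-bound miRNAs in 8 libraries, with circles for ACL5, triangles for EN7, blue for WT and red for ktn1. The EN7 WT replicates lie at -5.46 and 8.09 on component 1.

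The summed RPM of all listed miRNAs, as a share of the denominator, was 27.2% ± 3.08 (SD, n = 2) in ACL5 WT and 32.3% ± 0.251 in ACL5 ktn1. In EN7 it was 34.0% ± 4.63 in WT and 56.5% ± 4.16 in ktn1 (SD, n = 2 each). The log2 ratio of ktn1 to WT was 0.25 in ACL5 and 0.73 in EN7. With no overlap between genotypes in either line, the exact permutation p was 0.333 in each, the smallest that 2 libraries against 2 can give, so neither ratio could pass 0.05. In seedlings, the share was 2.28% ± 0.234 in WT and 1.93% ± 0.345 in ktn1, a log2 ratio of -0.25 (exact permutation p = 0.667). Averaging the log2 ratios of same-numbered libraries, as a replicate block, gave 0.25, 0.74 and -0.25 for ACL5, EN7 and seedlings. The correlation of same-numbered deviations was -0.48 in ACL5, 0.42 in EN7 and 0.18 in seedlings. Leaving the miRNA with the highest value, miR166, out of the EN7 sum gave a log2 ratio of 0.41. Leaving out every miR165 and miR166 entry, a sum that was not among the alternatives chosen beforehand, moved it most, to 0.017. The same sum raised the log2 ratio in ACL5 to 0.44 and left it at -0.25 in seedlings.

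In ACL5 lines, 4 of 86 miRNAs differed between ktn1 and WT (limma, adjusted p under 0.05): 1 was higher and 3 were lower in ktn1. The median log2 change of all tested miRNAs was -0.0019. The miR165 and miR166 family fell from 45423 ± 1988 to 14765 ± 407 RPM (SD, n = 2 each), a log2 change of -1.62 (SE 0.18, adjusted p = 0.00048, limma). The fit without a mean-variance trend moved this result most, to an adjusted p of 0.121 at the same log2 change. The entry shared by miR166a-3p to miR166g, the guide strand, fell from 36819 ± 2033 to 11976 ± 686 RPM (log2 change -1.62, SE 0.15, adjusted p = 0.0014). The miR165 guide strand, miR165a-3p and miR165b, fell from 7401 ± 237 to 2554 ± 38.3 RPM (log2 change -1.53, SE 0.21, adjusted p = 0.0084). From the opposite arm, miR166e-5p fell from 122 ± 2.01 to 8.58 ± 7.45 RPM (log2 change -3.94, SE 0.67, adjusted p = 0.014). The log2 changes of miR165a-5p (-2.89) and miR166a-5p/miR166b-5p (-2.61) had adjusted p-values of 0.173 and 0.113. miR3932b-5p was 37.8-fold higher in ktn1, at 59.8 ± 6.57 against 1.58 ± 0.200 RPM (log2 change 4.56, SE 0.68, adjusted p = 0.0084); the WT mean rests on 10 reads per library. With the replicate number as a block, 4 miRNAs passed and the family change was -1.62 (adjusted p = 0.00073). Same-numbered ACL5 libraries deviated in opposite directions (correlation -0.48), and a crossed pairing gave 4 miRNAs and -1.62 (adjusted p = 0.00040). On the same side of the split, the family changed by -1.65 and miR3932b-5p by 4.45. The 5p strands fell less there than in the pooled libraries, with changes of -1.32 for miR165a-5p, -1.65 for miR166a-5p/miR166b-5p and -3.05 for miR166e-5p.

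In EN7 lines, 6 of 86 miRNAs differed between ktn1 and WT (limma, adjusted p under 0.05), with 3 higher and 3 lower in ktn1. The median log2 change was -0.47. The miR165 and miR166 family rose from 122793 ± 1702 to 345839 ± 2346 RPM (SD, n = 2 each), a log2 change of 1.49 (SE 0.18, adjusted p = 0.00093) and of 1.96 relative to the median miRNA. It made up 40.4% and 32.7% of listed miRNA reads in the 2 WT libraries and 57.9% and 64.8% in the 2 ktn1 libraries. The miR166 guide strand rose from 90322 ± 1924 to 234502 ± 2010 RPM (log2 change 1.38, SE 0.15, adjusted p = 0.0015). The miR165 guide strand rose from 31827 ± 216 to 111332 ± 337 RPM (log2 change 1.81, SE 0.21, adjusted p = 0.0015). The 5p strands changed the other way. miR165a-5p fell from 273 ± 16.1 to 0.689 ± 0.00371 RPM (log2 change -7.34, SE 0.98, adjusted p = 0.0026); the ktn1 values are 9 and 7 reads. miR166a-5p/miR166b-5p fell from 315 ± 11 to 3.58 ± 0.0658 RPM (log2 change -6.11, SE 0.70, adjusted p = 0.0015). miR166e-5p, at 55.6 ± 0.864 RPM in WT, had 2 and 0 reads in ktn1, and was at least 189-fold lower (log2 change -5.72, SE 0.67, adjusted p = 0.0015). miR3932b-5p was higher in ktn1 (15.6 ± 3.06 against 1.14 ± 1.62 RPM, log2 change 3.18, SE 0.68, adjusted p = 0.033), with 18 and 0 reads in the WT libraries. Under the replicate block, 8 miRNAs passed, the family change was 1.49 (adjusted p = 0.0016), and the correlation of same-numbered deviations was 0.42. Without a mean-variance trend, the family's adjusted p was 0.146. Against EN7 WT replicate 2 alone, the family changed by 1.51, miR165a-5p by -7.40, miR166a-5p/miR166b-5p by -6.07, miR166e-5p by -5.73 and miR3932b-5p by 4.04.

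**Figure D2:**
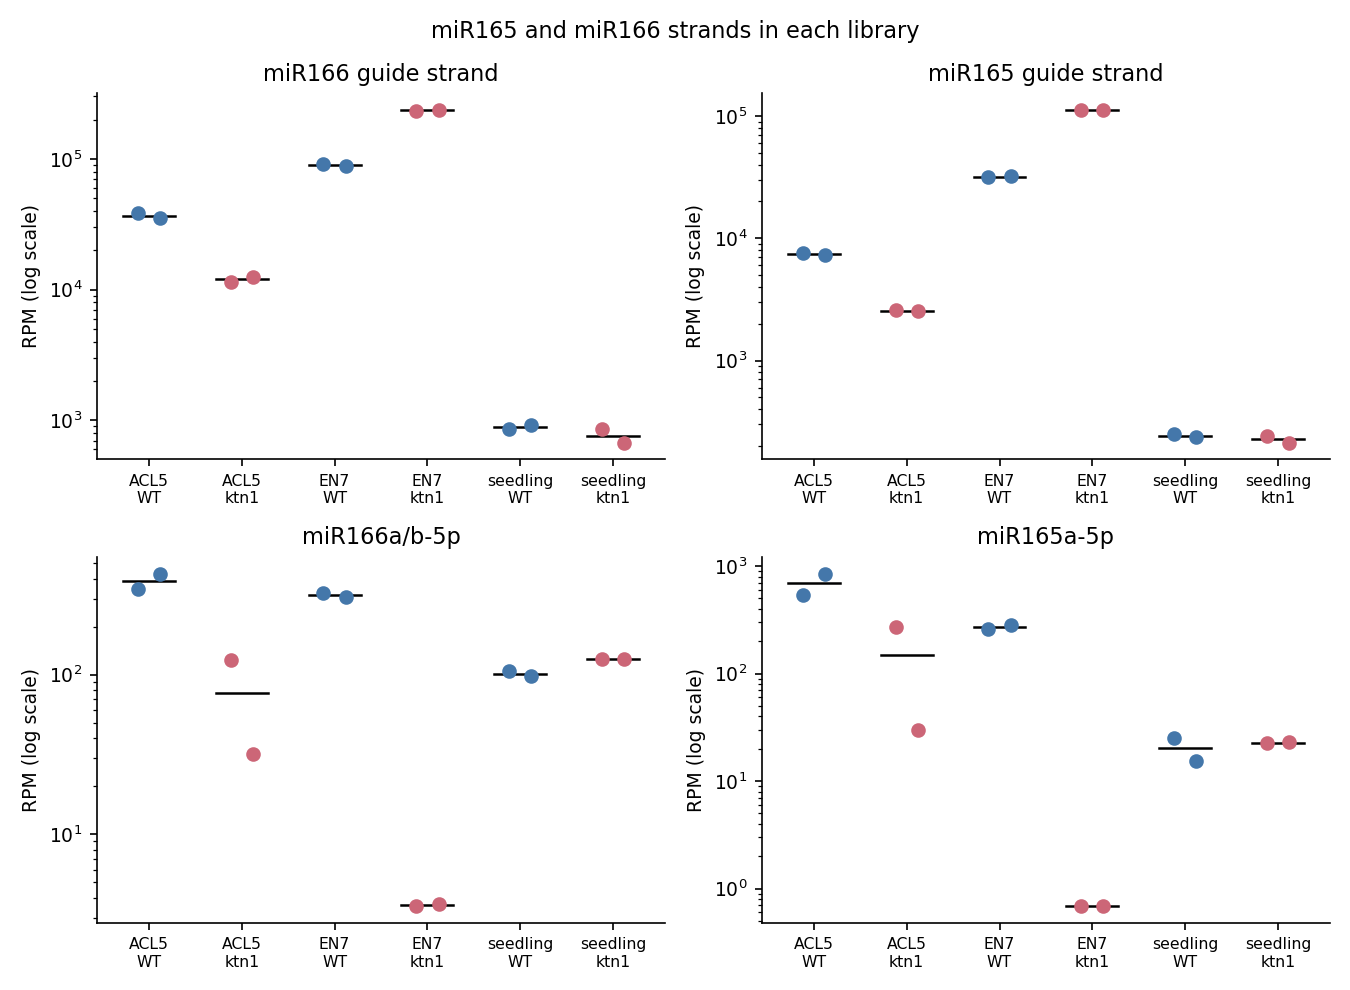
RPM on a log axis of the miR166 and miR165 guide strands and of miR166a-5p/miR166b-5p and miR165a-5p, with 1 point per library, a line at the mean of each group of 2, blue for WT and red for ktn1. In ktn1 the guide strands were lower in ACL5 (11976 against 36819 RPM for miR166) and higher in EN7 (234502 against 90322 RPM), while miR165a-5p fell in EN7 from 273 to 0.689 RPM.

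Whether the ktn1 change differed between layers was tested as an interaction. The change of the miR165 and miR166 family in ACL5 minus that in EN7 was -3.11 (SE 0.26, adjusted p = 3.6e-05, limma). Of 86 miRNAs, 2 had an interaction with an adjusted p under 0.05: the miR166 guide strand (-3.0, SE 0.22, adjusted p = 0.00023) and the miR165 guide strand (-3.34, SE 0.30, adjusted p = 0.00053). For each, both ktn1 libraries were below both WT libraries in ACL5 and above both in EN7. The interactions of miR165a-5p (4.46), miR166a-5p/miR166b-5p (3.50) and miR166e-5p (1.78) had adjusted p-values of 0.262, 0.262 and 0.739. With a replicate block, the same number of miRNAs, 2, passed and the family interaction was -3.11 (adjusted p = 3.4e-05). With the crossed pairing, the family's adjusted p was 2.1e-05. Without a mean-variance trend it was 0.089, and no single miRNA passed. The correlations of same-numbered deviations were -0.48 in ACL5 and 0.42 in EN7. From same-side libraries, the family interaction was -3.16, and those of miR165a-5p, miR166a-5p/miR166b-5p and miR166e-5p were 6.08, 4.43 and 2.68. Across the 81 tested miRNAs outside the family, the ktn1 changes in the 2 layers had a Pearson correlation of 0.71 and a Spearman correlation of 0.65. These are across miRNAs, which are not independent replicates. They use pooled changes, and the split moves ktn1 to the positive side in both layers, through ACL5 ktn1 replicate 2 and EN7 WT replicate 1. The split may therefore add to both correlations, and no same-side correlation was computed.

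**Figure D3:**
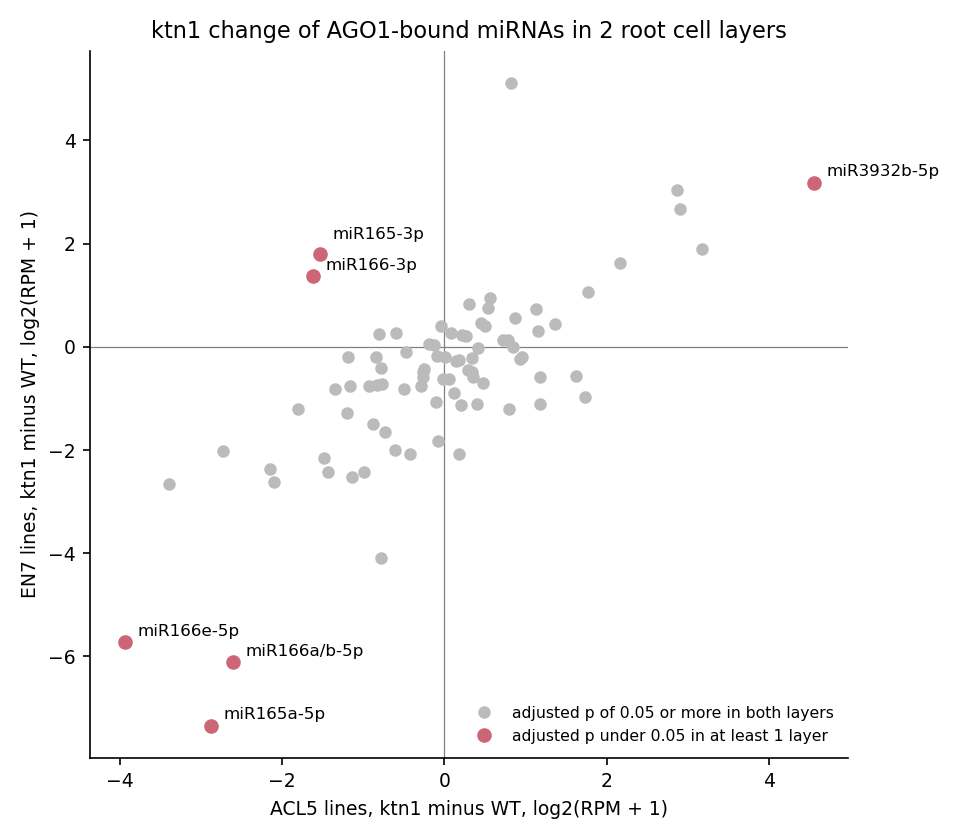
Change of log2(RPM + 1) between ktn1 and WT in ACL5 lines (horizontal axis) and EN7 lines (vertical axis), with 1 point for each of 86 AGO1-bound miRNAs and red for an adjusted p under 0.05 in at least 1 layer. The 2 guide strands lie at -1.62 and 1.38 (miR166) and at -1.53 and 1.81 (miR165), while miR3932b-5p rose in both layers (4.56 and 3.18).

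Between layers in WT, 3 of 86 miRNAs differed (limma, adjusted p under 0.05), with 1 higher and 2 lower in ACL5. The median log2 difference, ACL5 minus EN7, was 0.39. The miR165 and miR166 family was lower in ACL5, with a log2 difference of -1.44 (SE 0.18, adjusted p = 0.0013), as were the miR165 guide strand (-2.10, SE 0.21, adjusted p = 0.0023) and the miR166 guide strand (-1.30, SE 0.15, adjusted p = 0.0029). miR394a/miR394b-5p was higher in ACL5, at 107 ± 1.86 against 4.72 ± 4.84 RPM (SD, n = 2 each; log2 difference 4.56, SE 0.80, adjusted p = 0.022). The replicate block gave 3 miRNAs and -1.44 for the family (adjusted p = 0.0023). Without a mean-variance trend, the family's adjusted p was 0.167. Same-numbered WT libraries had a correlation of -0.17, and the crossed pairing also gave 3 miRNAs, with an adjusted p of 0.0012 for the family. Against EN7 WT replicate 1, on the same side of the split, the family differed by -1.45 and miR394a/miR394b-5p by 3.57.

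In ktn1, 14 of 86 miRNAs differed between the layers (limma, adjusted p under 0.05), 11 of them higher and 3 lower in ACL5, around a median log2 difference of 0.91. Those with the largest changes were miR165a-5p (5.76, SE 0.98, adjusted p = 0.011), the miR165 guide strand (-5.45, SE 0.21, adjusted p = 1.9e-06), miR394a/miR394b-5p (5.42, SE 0.80, adjusted p = 0.0060) and the miR166 guide strand (-4.29, SE 0.15, adjusted p = 1.9e-06). The summed family, a comparison added after the data were seen, differed by -4.55 (SE 0.18, adjusted p = 5.9e-08), a 23.4-fold difference against 2.70-fold in WT. miR166a-5p/miR166b-5p (3.79, adjusted p = 0.013) and miR166e-5p (2.90, adjusted p = 0.029) were higher in ACL5. With the replicate block 16 miRNAs passed, and the correlation of same-numbered deviations was 0.013. Rescaling the libraries to equal miRNA sums raised the number to 33, of which 30 were higher in ACL5. Equal sums raise the other miRNAs of ACL5 against EN7, because the family made up 57.9% and 64.8% of miRNA reads in EN7 ktn1. In ACL5 ktn1 the family made up 4.46% and 4.69%. The median difference was 1.67 with equal sums and 0.44 with equal sums without the family. From ACL5 ktn1 replicate 2, the library nearest the EN7 ktn1 libraries on the first component, the family differed by -4.52 and miR394a/miR394b-5p by 5.83. The differences of the 5p strands were smaller than the pooled ones, at 4.19 for miR165a-5p, 2.83 for miR166a-5p/miR166b-5p and 2.00 for miR166e-5p.

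In seedlings, total miRNA levels in ktn1 and WT differed for 1 of 62 miRNAs (limma, adjusted p under 0.05). miR157a-5p/miR157b-5p/miR157c-5p was lower in ktn1, at 52.7 ± 8.0 against 102 ± 15.1 RPM (SD, n = 2 each; log2 change -0.94, SE 0.27, adjusted p = 0.049). It no longer passed under a replicate block (adjusted p = 0.322), where no miRNA did and 8 had an unadjusted p under 0.05; the correlation of same-numbered deviations was 0.18. The main seedling fit had 124 degrees of freedom from 4 libraries (76 for families), so each miRNA's spread came almost wholly from the trend across miRNAs. Its SEs and p-values therefore treat miRNAs of the same libraries as independent. The median log2 change was -0.13. The miR165 and miR166 family was at 1269 ± 17.5 RPM in WT and 1149 ± 144 RPM in ktn1, a log2 change of -0.15 (SE 0.23, adjusted p = 0.762; -0.15 with adjusted p = 0.535 under the block). This difference was smaller than the spread between the ktn1 replicates, and its sign reversed when libraries were rescaled to equal miRNA sums (0.10). miR165a-5p was at 20.2 ± 7.01 RPM in WT and 22.7 ± 0.222 RPM in ktn1 (adjusted p = 0.854). Seedling libraries differ from AGO1 libraries in tissue, age and assay, so the sets were not tested against each other.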

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

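The ktn1 change of miR165 and miR166 went in opposite directions in the 2 layers, and the difference itself was tested. The interaction, ACL5 minus EN7, was -3.11 for the family, -3.0 for the miR166 guide strand and -3.34 for the miR165 guide strand, with both ktn1 libraries on one side of both WT libraries in each layer. The tests of its explanations were all chosen after the result was seen.

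The scale of the deposited values does not account for it: over 3 rescalings (equal miRNA sum, median miRNA, equal sum without this family), the family interaction nearest 0 was -2.63, and the largest adjusted p was 0.0079. The split of the libraries did not move the family: the EN7 WT replicates, on opposite sides, held 123997 and 121589 RPM, and same-side libraries gave an interaction of -3.16. That value takes its ACL5 change from the negative side and its EN7 change from the positive side, so an effect of side that mimics the layers cannot be told apart by it. Low read number can be set aside, as the lowest AGO1 library held 131690 reads of the family. Reads shared between miR165 and miR166 would move the 2 guide strands against each other, but their sum had an interaction of -3.11. The measured replicate spread of this family is the weak point. When every family was given the same prior spread, without a mean-variance trend, the adjusted p was 0.089, within a range of 2.1e-05 to 0.089 over 13 alternatives. A spread that is underestimated with 2 libraries per group therefore remains a candidate explanation for the strength of the test, though not for the direction, which every library showed. A single exchanged library is not a likely cause, because it would mix unlike family values within a group. The family's replicates instead lay close together, at 46829 and 44017 RPM in ACL5 WT and 14477 and 15053 RPM in ACL5 ktn1. In EN7 they held 123997 and 121589 RPM in WT and 344180 and 347498 RPM in ktn1. miR394a/miR394b-5p separated all ACL5 from all EN7 libraries, and miR3932b-5p all ktn1 from all WT AGO1 libraries, with a smaller gap of 2.13 on the log2 scale. The 2 miRNAs were chosen because they differ between these labels, so their separation cannot test for an exchange. Genotype labels exchanged in 1 whole layer would reverse the correlation of 0.71 between the ktn1 changes of the other miRNAs in the 2 layers. However, a shared change is itself an assumption, the split may add to the correlation, and miR3932b-5p did not separate the genotypes in seedlings. Neither the transgene nor KTN1 is measured here, and RNA from other cells in the immunoprecipitates was not tested. A biological difference between layers, in which loss of KTN1 may leave more of the family in EN7 cells and less in ACL5 cells, is a hypothesis that cannot be told apart here from the explanations that remain.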

How the results depend on the processing

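Family results were recomputed under 12 to 14 alternatives each, and the other results under those that applied, changing 1 choice at a time. The crossed pairing, the guide strands alone, the equal sum without miR165 and miR166 and the total without them were chosen after seeing the data. The rescalings shifted the median log2 change of all miRNAs by -0.71 to 0.76. Leaving out a library gave no counts of miRNAs, since an arm is left with 1 library. Count-based tests between conditions and their size factors were not run, because the files hold RPM.

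The direction of the miR165 and miR166 change held in all alternatives for the 5 AGO1 comparisons. The log2 change ranged from -2.07 to -1.27 in ACL5 (adjusted p 0.00030 to 0.121), from 0.75 to 2.00 in EN7 (0.00031 to 0.146), from -3.54 to -2.63 for the interaction (2.1e-05 to 0.089), from -1.51 to -1.12 between layers in WT (0.00080 to 0.167) and from -5.05 to -3.74 between layers in ktn1, where it always passed. Without a mean-variance trend, it no longer passed in ACL5 (-1.62, adjusted p = 0.121), in EN7 (1.49, adjusted p = 0.146), for the interaction (-3.11, adjusted p = 0.089) or between layers in WT (-1.44, adjusted p = 0.167), as its SE rose from 0.18 to 0.46 (interaction 0.26 to 0.65). Centring on the median miRNA gave -1.27 in ACL5 (adjusted p = 0.107) and -1.37 between layers in WT (adjusted p = 0.089). Equal miRNA sums gave 0.75 in EN7 (adjusted p = 0.076). They remove part of the family's own rise, as the log2 ratio of the total was 0.73 with the family and 0.017 without it. The cause was not tested for the median-centred values. Fits that each left out a library gave -1.67 to -1.58 in ACL5, 1.48 to 1.51 in EN7 and -3.16 to -3.07 for the interaction.

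In seedlings the family reversed to 0.10 with equal sums, 0.071 with median centring and 0.11 with equal sums without the family (adjusted p-values 0.720, 0.681 and 0.714). Under the same 3 settings, the miR165 guide strand reversed to 0.15, 0.095 and 0.16, and the miR166 guide strand reversed to 0.019 and 0.025 under the equal sums. None passed. In seedlings miR165a-5p reversed to -0.14 in the fit that left out WT replicate 2 and rose to 0.54 in the one that left out WT replicate 1, and the miR166e-5p interaction reversed to -0.19 with a pseudocount of 10.

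Numbers of miRNAs past the threshold moved most. For equal sums in EN7 and between layers in ktn1, the family's share of the total moves the scale. Other causes were not tested. In ACL5, 4 became 7 without a filter, 2 at a filter of at least 100 RPM, 7 with only the groups compared, 8 with all 12 libraries, 2 with median centring (1 higher), 2 with a pseudocount of 0.1, 2 without trend and 7 with equal sums without the family (1 higher). In EN7, 6 became 11 with all 12 libraries, and equal sums gave 7, none of them higher, against 3 higher of 6. For the interaction, 2 became 4 with all 12 libraries and 0 without trend (8 at an unadjusted p under 0.05). Between layers in WT, 3 became 0 with only the groups compared (13 unadjusted), 11 with all 12 libraries and 0 without trend (17 unadjusted); equal sums and median centring each gave 2, with 1 higher. Between layers in ktn1, 14 became 9 at 100 RPM, 24 with all 12 libraries, 33 with equal sums (30 higher), 8 with median centring (5 higher) and, with equal sums without the family, 13 (8 higher). In seedlings, 1 became 4 without a filter, 2 with median centring, and 0 under the replicate block (8 unadjusted), all 12 libraries (0 unadjusted), equal sums (11), a pseudocount of 10 (5), no trend (6) and equal sums without the family (11).

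The total miRNA ratio in EN7 moved to 0.41 without the highest miRNA, miR166, and to 0.017 without the family, while the ACL5 ratio rose to 0.44 without the family. Among single named miRNAs and the family between layers in ktn1, 36 of 470 recomputed values no longer passed, 3 passed newly and 6 reversed. The 470 include entries that did not pass in the main fit, so 36 of 470 understates how often a passing result was lost. Depth limits miR166e-5p in EN7 ktn1 (2 and 0 reads) to a lower bound, and miR3932b-5p in the WT AGO1 libraries rests on at most 18 reads per library.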

Other observations

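All tests in this part were chosen after the patterns were seen. The patterns are hypotheses found and tested on the same libraries.

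The miR165 and miR166 guide strands varied less between replicates than other AGO1-bound miRNAs. Averaged over the 4 AGO1 groups, the absolute log2 difference between replicates was 0.029 for miR165 and 0.073 for miR166, the 2 smallest of 42 miRNAs with a mean of at least 100 RPM, whose median was 0.84. High read number does not account for this, because the smallest value among the 15 other miRNAs of at least 1000 RPM was 0.351. Within single groups, miR165 ranked 1 to 5 of 42, and miR166 ranked 3 to 5 except in ACL5 WT, where it ranked 11. After rescaling to equal miRNA sums, the means still ranked 1 and 2, but the differences rose to 0.150 and 0.185. The ranks within groups then ran from 1 to 13 for miR165 and from 5 to 10 for miR166. Part of the close agreement may therefore depend on the per-million scale, which the worse mean rank of 2 cannot rule out. The top ranks were not a property of these miRNAs in any library: in seedlings they ranked 8 and 23 among 61 miRNAs of at least 10 RPM. Their seedling differences were 0.132 and 0.215, larger than in the AGO1 libraries as deposited but near the rescaled ones. The seedling median was 0.303, so the ranks there also reflect a smaller spread of the other miRNAs. In EN7 the close agreement was not limited to the guide strands. The differences of miR166a-5p/miR166b-5p and miR165a-5p were 0.071 and 0.120 in EN7 WT and 0.029 and 0.0045 in EN7 ktn1. The last of these rests on 9 and 7 reads. In ACL5 the same 5p strands differed by 0.31 and 0.67 in WT and by 1.92 and 3.13 in ktn1. No biological explanation was tested. The point matters because the tests above rest on this spread.

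The 5p strands of the family fell in EN7 ktn1 while the guide strands rose. Among strands that were the rarer of their pair in seedlings, the 3 of this family had a median log2 change of -6.11, and 16 others had a median of -0.74 and a lowest value of -4.09. Several of the 16 were too low in EN7 WT to fall as far on the scale used, so their changes cannot test a general loss. Those of at least 100 RPM in both EN7 WT libraries could have fallen as far. These were miR156b-3p, miR162a-5p/miR162b-5p, miR472-3p and miR846-5p, with changes of -0.72, -0.62, -0.58 and -0.48. Judged by these, a loss of rarer strands in general is too small to account for the fall in the family. Against EN7 WT replicate 2 alone, the smallest fall of the 3 was still -5.73, so the split of the libraries does not account for it. In ACL5 ktn1 both strands fell, with a pooled median of -2.89 for the 3. From ACL5 ktn1 replicate 1 alone, on the same side as ACL5 WT, the guide strands changed by -1.52 and -1.68. There miR165a-5p changed by -1.32, miR166a-5p/miR166b-5p by -1.65 and miR166e-5p by -3.05. A larger fall than that of the guide strands therefore rests on replicate 2 for miR165a-5p and miR166a-5p/miR166b-5p. For miR166e-5p it was present in replicate 1 as well. One hypothesis is that AGO1 in EN7 ktn1 cells holds the guide strand with less of its partner; whether loading, partner removal or recovery of the immunoprecipitate differs may not be told from these libraries, and a mislabelled layer was not ruled out.

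The EN7 WT replicates lay on opposite sides of the first component. Counting error does not account for the difference, since 6 of 40 miRNAs with a mean of at least 100 RPM differed by more than 4-fold beyond it (binomial test on the reads implied by the values, between these 2 libraries only). Across the 8 AGO1 libraries, the split went with the share of rarer strands outside the family. That share was 1.78%, 2.05%, 1.90% and 1.90% in the 4 libraries on the negative side, and 0.750%, 1.12%, 0.577% and 0.714% in the 4 others. The gap between the sides was 0.664 percentage points. miR396a-3p, singled out after its values were seen, was at 322 RPM in EN7 WT replicate 1 and 7.92 RPM in replicate 2. A difference in how much unloaded or partly processed small RNA was recovered may be involved; the rarer strands also enter the component itself, so the 2 measures are not independent. No biological explanation was tested.

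Among the copper-responsive families miR397, miR398, miR408 and miR857, only 4 entries of miR398 and miR408 were abundant enough in the AGO1 libraries to be tested. The mean log2 value of all 4 was higher in ktn1 in ACL5 and that of 3 of 4 in EN7, where miR408-5p changed by -0.19. In ACL5, miR408-5p was at 1215 and 97.5 RPM in ktn1 against 99.5 and 317 RPM in WT. Its rise there therefore rested on ktn1 replicate 1, whereas each other entry was higher in both ktn1 libraries than in both WT libraries. None passed the threshold (lowest adjusted p 0.113 in ACL5 and 0.177 in EN7). The median log2 change was 2.89 in ACL5 and 2.28 in EN7. Below the filter, miR397a, miR397b and miR857 had higher means in ktn1 in both layers. miR398a-5p had lower means in both, and the entry of miR398b-5p and miR398c-5p was lower in ACL5 (1.91 against 7.56 RPM). These were not tested. The entry of miR398b-3p and miR398c-3p, for example, rose from 3218 ± 1280 to 23321 ± 2507 RPM in ACL5. Of 10000 random lists of the same size and abundance, 0% had a median as high in either layer, but the families were listed after some had been seen to rise, so this cannot tell the set from chance. In seedlings the median of 5 tested entries was -0.068, and 28.1% of random lists were as high. Because tissue, age and assay all differ there, this cannot tell whether the rise belongs to a tissue. Against EN7 WT replicate 2 alone, the EN7 median was 0.97, below the 2.28 found with both replicates. Much of the EN7 change may therefore come from the split of the libraries, while the same-side ACL5 median was 2.78.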
